A study of Homo sapiens with 18 samples. Its data were reported in "p53 enhances DNA repair and suppresses cytoplasmic chromatin fragments and inflammation in senescent cells" (2025).

How the data were processed

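Poly(A) RNA was sequenced from IMR90 human fibroblasts in 6 groups of 3 libraries: Prolif_DMSO, Prolif_RG7388, Prolif_HDM201, IR_DMSO, IR_RG7388 and IR_HDM201. Groups and replicate numbers were taken from the sample labels, which give no sequencing batch. Irradiated cells received the compounds from day 4 after irradiation and were collected on day 11, after 7 days of treatment. The deposited counts are raw reads per gene that the authors obtained with HTSeq from alignments to hg38 made with STAR in its 2-pass mode. The deposited FPKM values (fragments per kilobase of transcript, scaled to library size) come from the authors' run of Cufflinks on the same alignments. The versions of STAR, HTSeq and Cufflinks and the annotation release are not given in the sources used here, and the authors called differential expression with DESeq2.

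Each table held 60668 genes and the same 18 libraries. Gene IDs matched GENCODE release 44 (hg38, 1-based coordinates) for 60340 genes (99.46%), and gene coordinates are those of that release. Counts were checked to be whole numbers. FPKM column sums ranged from 558464 to 14004900, and 1 short RNA gene reached 13336700. FPKM therefore served only in alternatives and in a check of the counting step. Copies of 45 pseudoautosomal genes were left out. Library totals ranged from 21609198 to 66647705 counts.

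Counts were analyzed in R 4.3.3 with edgeR 4.0.16. Genes with low counts were removed with filterByExpr by group, which kept 18151 genes, libraries were scaled with TMM, and a robust quasi-likelihood model with 1 mean per group was fitted to all 18 libraries (12 residual degrees of freedom). A gene was called at a Benjamini-Hochberg adjusted p under 0.05, with no fold minimum. Standard errors are the absolute log2 fold change divided by the root of the F statistic. Levels are TMM-scaled CPM. Principal components were computed from log2 CPM (prior count 2) of the 2000 most variable genes. Comparisons were irradiation within DMSO, each compound against DMSO within each state, RG7388 against HDM201 within each state, and the interaction of each compound with state. Whether replicate numbers pair the libraries was checked from residual correlations: 9 of 45 same-number pairs had r over 0.1, and 8 of 18 libraries had their best correlate under their own number, so replicates were treated as unpaired and a replicate block was kept as an alternative.

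Gene lists were written by hand before the data were examined, as were the tests, the alternative settings and the rule for naming genes. The 23 lists were p53 targets, NF-kB cytokines and chemokines, SASP proteases and growth factors, interferon-stimulated genes, mitosis, DNA replication and E2F targets, homologous recombination, non-homologous end joining, cGAS-STING pathway, fibrillar collagen and matrix, contractile and TGF-beta response, cholesterol synthesis, nuclear oxidative phosphorylation, mitochondrially encoded genes, lysosome and autophagy, integrated stress and unfolded protein response, NRF2 targets, immediate early and heat shock genes (kept as a sign of RNA handling), antigen presentation (MHC class I), and markers of epithelial, endothelial, leukocyte and mesenchymal cells. Lists were tested with camera from limma 3.58.1 at the preset inter-gene correlation of 0.01 and again with an estimated correlation, with p adjusted over the 23 lists of a comparison. Member genes were counted at the adjusted p over all genes and at a p adjusted over the list alone. Named genes are a panel of 14 (among them CDKN1A, MDM2, GDF15, XPC, BBC3, PPM1D, CDKN2A, LMNB1, MKI67, CXCL8, IL6, IL1A and IL1B), the 6 largest rises and falls among called genes with a mean of at least 1 CPM in a group and no overlap between the libraries of both groups (for interactions the 5 smallest p per direction), up to 4 members per list with the smallest p, called or not, and up to 3 called members that went against their list. The text gives a selection of the genes that this rule names. Members of families with many similar copies were left out, and some other genes are not reported here. A group with 0 counts was set to a floor of 3 counts over the group.

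Overlaps between comparisons that share DMSO libraries were set beside independent calls and beside 20 simulations with the same layout and no effect. The settings chosen in advance were DESeq2 1.42.0 size factors, library totals without a composition factor, no filter on low counts, a filter of 1 CPM in 3 libraries, the replicate block, a fit to the groups of the comparison only, the DESeq2 Wald test, limma on log2 FPKM with pseudocounts of 1 and 0.1 and with or without a filter at FPKM of 1, an adjusted p under 0.01, a 2-fold minimum, the estimated correlation for lists, and leaving out each replicate in turn. Leaving out the libraries that stood apart and fitting offsets for GC content and length were added after the data had been seen.

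The test was tried on simulated data made from these libraries, with 200 changed genes. In IR_RG7388 against IR_DMSO edgeR tested 17502 genes. It recovered 32 of 67 genes changed 1.5-fold (47.8%), 57 of 67 changed 2-fold (85.1%) and all 66 changed 4-fold. Of its 169 calls 14 were false (8.28%). DESeq2, run on 18151 genes, made 203 calls, of which 35 were false (17.2%). For the interaction of RG7388 with state, recovery was 7.46%, 59.7% and 92.4% at those folds. A list of 30 genes shifted 1.5-fold was called in each comparison, and 1 of 22 unshifted lists was called in IR_RG7388 against IR_HDM201 and 0 with an estimated correlation. Python 3.11.15 with pandas 2.3.3 and matplotlib 3.10.9 prepared tables and drew the plots.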

Results

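IMR90 cells, primary human lung fibroblasts, were profiled in 6 groups of 3 libraries each. The cells were proliferating or senescent after ionizing radiation (IR), and each state was given the solvent DMSO, RG7388 (idasanutlin) or HDM201 (siremadlin), a pair of compounds that block MDM2, the ligase that marks p53 for destruction. In irradiated cells the compounds were present from day 4 to day 11. The compounds were used at different doses, so their effects are set side by side without a ranking of potency. Libraries held 21609198 to 66647705 counted reads, and levels are CPM, counts scaled to a common library size with factors from TMM (trimmed mean of M values), given as mean ± SD with n = 3. Changes are log2 fold changes with their standard errors, and p-values are adjusted over the 18151 genes tested with edgeR. Gene lists were tested against the remaining genes with camera, at a small preset correlation between genes, and the p obtained with an estimated correlation is printed wherever it ended a call. The study counts each culture well as a replicate in its cell experiments in general, and the labels do not say whether these replicates came from separate irradiations, so the p-values measure only the spread between these samples, which may be partly technical.

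State dominated the expression profiles. The first principal component of the 2000 most variable genes carried 63.0% of the variance and set the 9 irradiated libraries apart from the 9 proliferating ones, and the second carried 14.0% and set irradiated cells given DMSO apart from irradiated cells given either compound. On both axes the libraries of the irradiated compound groups lay close together.

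**Figure D1:**
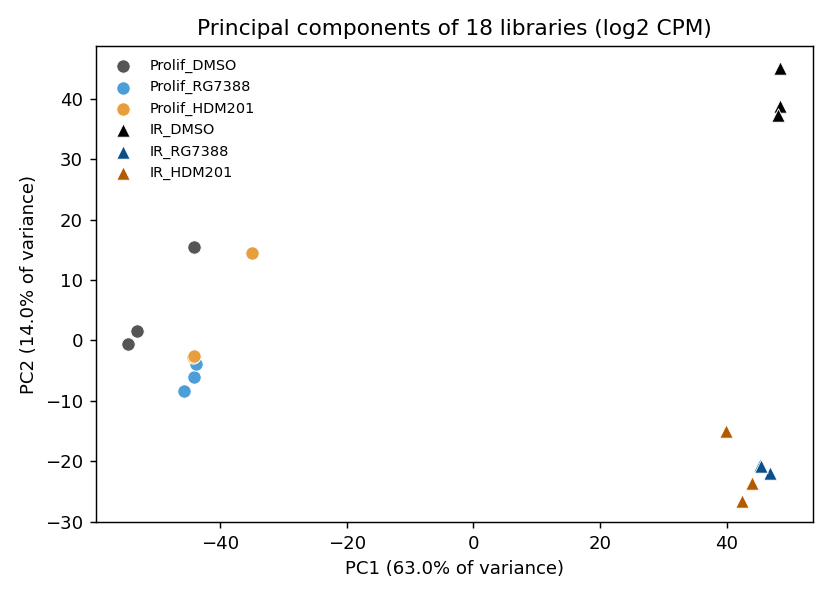
Principal components 1 (63.0% of variance) and 2 (14.0%) of log2 CPM over 2000 genes, 1 point per library, with color for the group. Irradiated libraries lie at the right, and those given DMSO lie above those given RG7388 or HDM201.

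The first question was what irradiation changed in cells given DMSO alone. Genes of cell division were low after irradiation. MKI67, a marker of cycling cells, went from 506 ± 51.9 CPM in proliferating cells to 28.9 ± 9.57 CPM, and LMNB1, a lamina protein that senescent cells lose, was 21.1-fold lower (-4.40 ± 0.15, adjusted p = 3.2e-16). Each of the 39 mitosis genes tested fell (list median -3.45, camera adjusted p = 3.47e-85), among them AURKB, a kinase of chromosome segregation (-4.13 ± 0.13). Of 41 genes of DNA replication and E2F control, 40 fell and 0 rose (40 and 1 adjusted over the list alone, median -2.23, camera adjusted p = 5.12e-51). CDKN1A (chromosome 6, 36676460 to 36687337, hg38), which encodes the cell-cycle inhibitor p21, rose 7.87-fold to 1818 ± 95.1 CPM (2.98 ± 0.11, adjusted p = 1.23e-15). Other p53 targets rose with it, including MDM2 (4.51-fold, adjusted p = 6.65e-09), the stress cytokine GDF15 (30.2-fold, to 353 ± 47.5 CPM) and BTG2 (11.8-fold), an inhibitor of proliferation. Altogether 47 of 61 p53 targets rose and 2 fell, APAF1 (-0.84) and SESN2 (-0.50, not called by limma on log2 FPKM, adjusted p = 0.0781), with 47 and 3 adjusted over the list alone (median 0.95, camera adjusted p = 3.64e-22). CDKN2A, which encodes p16, was not called different (16.0 ± 1.47 against 14.1 ± 1.80 CPM, adjusted p = 0.306).

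Secreted and antiviral genes were higher after irradiation. Of 36 NF-kB-driven cytokines and chemokines, 31 rose and 0 fell, with the same counts adjusted over the list alone (median 3.44, camera adjusted p = 2.24e-43). The neutrophil chemokine CXCL8 (chromosome 4, 73740519 to 73743716, hg38) went from 8.34 ± 0.542 to 635 ± 68.8 CPM (6.24 ± 0.17, adjusted p = 8.27e-18), IL6 from 9.91 ± 1.28 to 135 ± 23.3 and IL1B from 2.10 ± 0.474 to 89.0 ± 7.18. The chemokine CCL20 had 0 counts in proliferating cells and was at least 370.4-fold higher after irradiation, against a floor of 3 counts over the group. All 42 interferon-stimulated genes tested rose (median 3.75, camera adjusted p = 1.8e-31), including the chemokine CXCL10 (102-fold) and RSAD2, an antiviral enzyme that was at least 242-fold higher against the same floor. Both list medians stayed as they were with such genes set to their bounds. Proteases and growth factors of the senescence-associated secretory phenotype (SASP) went both ways: 27 of 42 rose and 4 fell (27 and 6 adjusted over the list alone, camera adjusted p = 2.48e-10). WNT16, a secreted ligand, rose (4.56 ± 0.13), while the matrix proteases MMP14 (-1.22 ± 0.10) and MMP2 (-1.19 ± 0.11) fell.

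Matrix, contractile and repair genes were mostly low after irradiation. Of 37 collagen and matrix genes, 34 fell and 0 rose (median -1.31, camera adjusted p = 8.95e-30), with COL5A3, a fibrillar collagen, 29.9-fold lower and elastin (ELN) at -3.90. Contractile and TGF-beta response genes fell in 16 of 26 cases and rose in 2 (median -0.92, camera adjusted p = 6.12e-07, and 0.102 with an estimated correlation), with the smooth muscle actin ACTA2 at -1.97, against the receptor TGFBR1 (0.71) and the ligand TGFB2 (1.49), which rose. In homologous recombination, which mends double-strand breaks on a sister copy, 24 of 30 genes fell and 2 rose (median -1.33, camera adjusted p = 6.72e-15). FANCD2 (-3.06 ± 0.12) was among those that fell, and the kinase ATM (0.93 ± 0.26, adjusted p = 0.00636) and RAD50 (0.62) went the other way. The call on RAD50 ended without Prolif_DMSO replicate 3, IR_DMSO replicate 2 or IR_DMSO replicate 3 (adjusted p = 0.068 to 0.154) and with DESeq2 (0.0555). Of 22 genes of non-homologous end joining, 11 fell and 2 rose (median -0.51, camera adjusted p = 0.0103), with H2AFX, the histone that marks breaks, at -2.62 and TP53BP1, which encodes 53BP1, at 0.45. The cGAS-STING list, the sensor pathway for cytoplasmic DNA, had 3 genes higher and 6 lower of 13 (camera adjusted p = 0.216), with the nuclease SAMHD1 at 1.15 and TMEM173, which encodes STING, at -1.09. In total edgeR called 9364 genes, 4777 higher and 4587 lower (2457 and 1674 at 2-fold or more), and 10232 without IR_DMSO replicate 1 and Prolif_HDM201 replicate 3, which stood apart from their groups. The balance depended on scaling: 51.0% of called genes were higher, against 71.5% when library totals alone were used, a scaling that moved the median of all genes by 0.289.

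The next question was what RG7388 did to cells already senescent. Inflammatory transcripts were far lower with the compound. Of 36 NF-kB cytokines and chemokines, 35 fell and 0 rose (median -3.29, camera adjusted p = 7.33e-152). CXCL8 was 70.8-fold lower, at 8.93 ± 1.11 against 635 ± 68.8 CPM (-6.15 ± 0.16, adjusted p = 1.96e-17), and the chemokine CXCL1 292-fold lower (-8.19 ± 0.30). IL6 (-4.58 ± 0.16), IL1B (-6.86 ± 0.24) and IL1A (-5.75 ± 0.42), cytokines that head the secretory response, fell as well. Averaged over the list, log2 CPM was 4.95 ± 0.0441 in irradiated cells with DMSO, 1.26 ± 0.0806 with RG7388 and 1.35 ± 0.131 in proliferating cells with DMSO. Immediate early and heat shock genes, which can also move with the handling of samples, fell alongside (median -0.78, camera adjusted p = 3.12e-09). Interferon-stimulated genes fell in 41 of 42 cases and rose in 0 (median -3.48, camera adjusted p = 3.19e-76), with CXCL10 46.9-fold lower. MHC class I antigen presentation fell in 12 of 14 genes and rose in 0 (median -0.72, camera adjusted p = 9.48e-10), led by the immunoproteasome subunit PSMB9 (-3.03 ± 0.28). Of 42 SASP proteases and growth factors, 21 fell and 7 rose (23 and 10 adjusted over the list alone, median -0.39, camera adjusted p = 2.93e-08). The stromal protease MMP3 fell (-3.25 ± 0.19). The cGAS-STING list moved down (median -0.42, 7 of 13 fell, 1 rose, camera adjusted p = 0.00778). Its members SAMHD1 (-1.06) and the kinase IKBKE (-0.80) fell, and TMEM173 rose (0.46, adjusted p = 0.0192), a call that ended without IR_DMSO replicate 1, IR_RG7388 replicate 2 or IR_RG7388 replicate 3 (adjusted p = 0.0611 to 0.104) and by limma on log2 FPKM (0.26).

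Cell-division genes, already low after irradiation, were lower still with RG7388. Of 39 mitosis genes 38 fell and 0 rose (median -1.66, camera adjusted p = 1.42e-59). BIRC5, which encodes survivin, went from 23.3 ± 4.73 to 4.47 ± 0.172 CPM (-2.38 ± 0.13, adjusted p = 5.95e-12), and MKI67 from 28.9 ± 9.57 to 9.52 ± 1.38 (-1.60 ± 0.37, adjusted p = 0.0062). CDKN2A fell to 7.63 ± 0.849 from 14.1 ± 1.80 CPM (-0.88 ± 0.15, adjusted p = 9.4e-05). Replication genes fell in 31 of 41 cases, with 32 adjusted over the list alone (median -0.60, camera adjusted p = 7.36e-13), and RRM2, a subunit that makes deoxynucleotides, fell to 19.5 ± 1.81 from 71.1 ± 5.91 CPM. Homologous recombination genes fell in 13 of 30 cases (15 adjusted over the list alone, median -0.46, camera adjusted p = 9.32e-05), and the end-joining list was not called (median 0.02, camera adjusted p = 0.554), though its ligase partner XRCC4 rose (0.94 ± 0.15). The p53 target list did not move as a set: 6 of 61 genes rose and 14 fell (9 and 16 adjusted over the list alone, median -0.03, camera adjusted p = 0.39). CDKN1A stood at 2110.3 ± 47.3 CPM with RG7388 and 1818 ± 95.1 without it (0.21 ± 0.11, adjusted p = 0.158), and MDM2 at 163 ± 8.94 and 170.2 ± 1.63 (-0.06 ± 0.17, adjusted p = 0.854). GDF15 fell to 106 ± 1.04 CPM (-1.73 ± 0.13, adjusted p = 9.03e-10), while TNFRSF10D, a decoy receptor for TRAIL, rose from 176 ± 11.7 to 640.3 ± 16.7 CPM (1.86 ± 0.11). The repair factor XPC (-0.26 ± 0.09, adjusted p = 0.0418), the phosphatase PPM1D (-0.47 ± 0.11, adjusted p = 0.00242) and the cell-death gene BBC3 (-0.45 ± 0.15, adjusted p = 0.0336) were lower. Leaving out any 1 of the 6 libraries ended the call on XPC (adjusted p = 0.0711 to 0.213), and leaving out IR_DMSO replicate 1 or 3 or IR_RG7388 replicate 1 or 2 ended that on BBC3 (0.0718 to 0.19). Collagen and matrix genes rose in 11 of 37 cases and fell in 6 (16 and 7 adjusted over the list alone, camera adjusted p = 0.0244, 0.535 with an estimated correlation and 0.0601 without IR_DMSO replicate 3), with DCN, a matrix proteoglycan, at 0.73 and COL16A1 at -0.85. The contractile list moved up (median 0.35, 13 of 26 rose, 6 fell, camera adjusted p = 0.00397, and 0.404 with an estimated correlation), with the actin-binding protein TAGLN at 1.07, against ID1 (-1.08), ID3 (-1.28) and SMAD7 (-0.88), which fell. edgeR called 4134 genes, 1983 higher and 2151 lower, but 171 higher and 1051 lower at 2-fold or more, and 4950 without both libraries that stood apart. With library totals as the only scaling 20.2% of called genes were higher rather than 48.0%, and the median of all genes moved by -0.187.

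HDM201 was then compared with DMSO in the same state. Its profile over the lists resembled that of RG7388. NF-kB cytokines and chemokines fell in 35 of 36 cases and rose in 0 (median -2.90, camera adjusted p = 3.9e-157), with CXCL8 54.1-fold lower at 11.7 ± 1.42 CPM (-5.76 ± 0.16, adjusted p = 5.86e-17), IL6 at 6.17 ± 0.698 CPM (-4.47 ± 0.16) and CXCL1 390.2-fold lower. Immediate early and heat shock genes fell here too (median -0.68, camera adjusted p = 2.49e-09, and 0.0539 with an estimated correlation). Interferon-stimulated genes fell in 41 of 42 cases (median -3.42, camera adjusted p = 8.86e-73) and MHC class I genes in 11 of 14 (median -0.66, camera adjusted p = 9.11e-10). SASP proteases and growth factors fell in 23 of 42 and rose in 6 (24 and 6 adjusted over the list alone, median -0.45, camera adjusted p = 1.95e-09), with the growth factor BMP2 at -1.93. Mitosis genes fell in 35 of 39 cases (37 adjusted over the list alone, median -0.88, camera adjusted p = 1.65e-22), with BIRC5 at 8.10 ± 0.830 CPM (-1.52 ± 0.13). LMNB1 fell (-0.55 ± 0.15, adjusted p = 0.0109), a call that ended without IR_DMSO replicate 1 or IR_HDM201 replicate 2 (adjusted p = 0.0542 to 0.0982) and by limma on log2 FPKM (0.0799). CDKN2A fell to 8.32 ± 1.24 CPM (-0.76 ± 0.15, adjusted p = 0.000618). The replication list was called down (median -0.14, 10 of 41 fell, 1 rose, camera adjusted p = 0.0457, and 0.52 with an estimated correlation), and the call ended without IR_DMSO replicate 1 or IR_HDM201 replicate 3 (camera adjusted p = 0.15 and 0.228). Homologous recombination was not called (median -0.14, 5 of 30 fell, camera adjusted p = 0.23), nor was end joining (median -0.00, camera adjusted p = 0.7). The cGAS-STING list moved down (median -0.35, 4 of 13 fell, camera adjusted p = 0.0232, and 0.0755 with an estimated correlation), a call that ended without IR_HDM201 replicate 1 (0.0536). For p53 targets, 4 of 61 rose and 16 fell (6 and 16 adjusted over the list alone), with a median of -0.09 that missed the threshold (camera adjusted p = 0.0516) and passed it without IR_DMSO replicate 1 (0.0471), without both libraries that stood apart (0.0223), with library totals alone (0.0055), with a CPM minimum (0.0352) and with GC and length offsets (0.0331). CDKN1A (-0.04 ± 0.11, adjusted p = 0.82) and MDM2 (-0.07 ± 0.17, adjusted p = 0.835) were not called different, GDF15 fell (-1.91 ± 0.13) and TNFRSF10D rose (1.63 ± 0.11). Collagen genes went both ways (6 rose and 9 fell of 37, camera adjusted p = 0.954). Contractile genes were called up (median 0.26, camera adjusted p = 0.0457, and 0.52 with an estimated correlation), which ended without IR_DMSO replicate 2 or IR_HDM201 replicate 2 (0.0816 and 0.0628). edgeR called 3861 genes, 1808 higher and 2053 lower, but 171 higher and 989 lower at 2-fold or more, and 4930 without both libraries that stood apart. With library totals alone 22.5% of called genes were higher rather than 46.8%, and the median of all genes moved by -0.147.

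**Figure D2:**
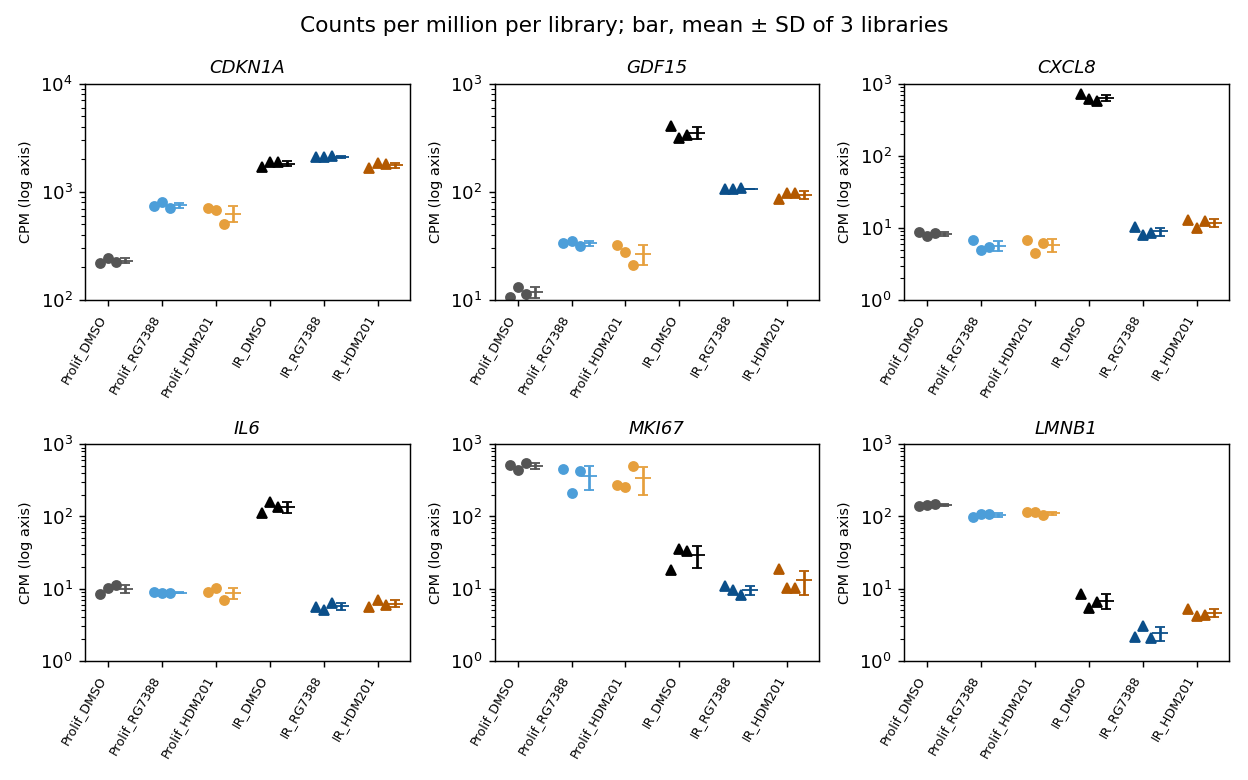
CPM (log axis) of 6 genes in each library, 1 point per library with the mean ± SD of 3 beside it, for the 6 groups. CXCL8 and IL6 are high in irradiated cells given DMSO (635 ± 68.8 and 135 ± 23.3 CPM) and low in the other 5 groups, while CDKN1A is high in all 3 irradiated groups.

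Whether the compounds lowered NF-kB targets more than other secreted factors was tested directly, by setting the 36 NF-kB genes against the 42 SASP proteases and growth factors in the same fit. The NF-kB list moved further by -2.90 log2 units with RG7388 (p = 2.38e-09, and 5.7e-05 with an estimated correlation, limma camera) and by -2.45 with HDM201 (p = 2.74e-09 and 0.000182). IGFBP3, which binds insulin-like growth factors and is in the second list, rose with both compounds (0.63 with RG7388 and 0.69 with HDM201). After irradiation the NF-kB list had risen by a median of 3.44 and the second list by 0.996. A smaller fall may thus follow in part from a smaller rise, which was not tested. Interferon-stimulated genes, which were not part of this test, fell by medians of -3.48 with RG7388 and -3.42 with HDM201.

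How far each compound undid the change made by irradiation was counted over all genes. Of the 4777 genes that rose after irradiation, 1042 (21.8%) fell with RG7388 and 1019 (21.3%) fell with HDM201. Of the 4587 that fell after irradiation, 938 (20.4%) rose with RG7388 and 794 (17.3%) with HDM201. Genes moved on in the direction of the irradiation change as well: 375 rose and 542 fell in both steps with RG7388, and 373 and 453 with HDM201. Independent calls would give 566 and 501 opposed and 522 and 544 like changes for RG7388, and 540 and 457 opposed and 476 and 519 like changes for HDM201. The irradiated DMSO libraries serve in both steps, which by itself creates opposed changes. The covariance of both steps across genes was -0.307 with RG7388 and -0.323 with HDM201, against -0.0649 and -0.0647 in 20 simulations without any effect. The correlation was -0.368 and -0.375, weaker than the -0.498 and -0.481 of the simulations. The opposition was thus larger than simulated by covariance. The correlations decide nothing, since real effects widen the spread that scales a correlation and the simulations hold none. Part of the excess covariance may come from the shared controls, since 3 control libraries are too few to split.

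**Figure D3:**
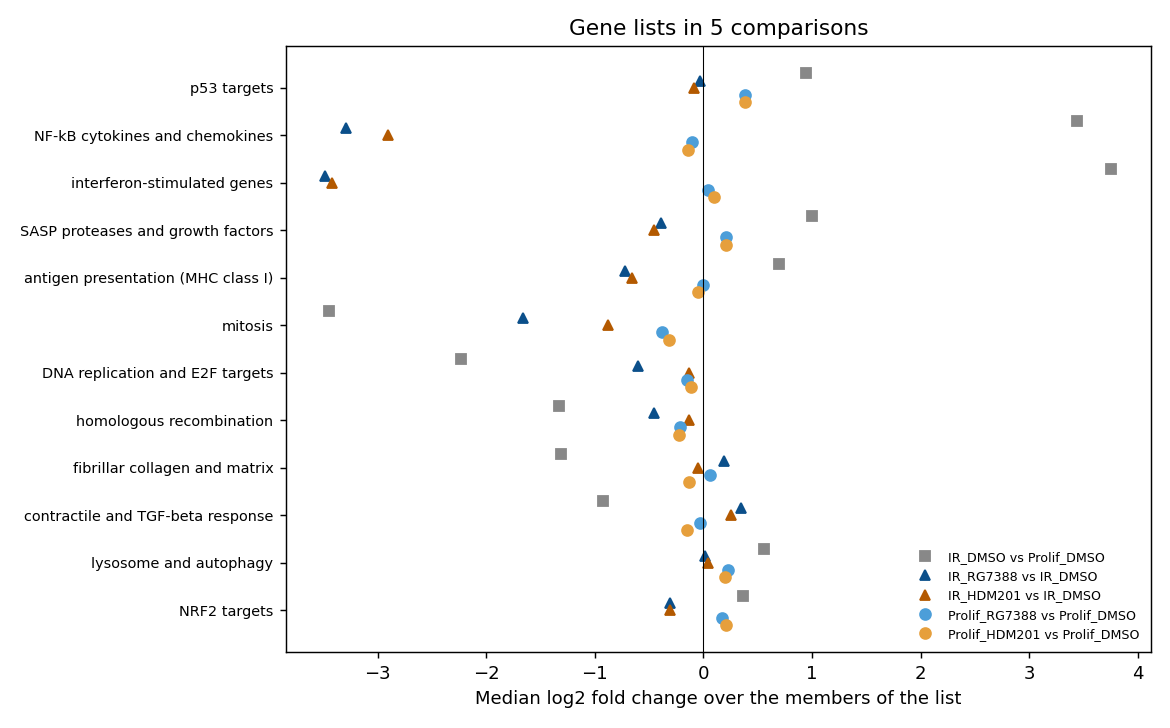
Median log2 fold change (horizontal axis) of 12 gene lists in 5 comparisons, 1 point per list and comparison. NF-kB and interferon-stimulated lists lie above 3 after irradiation and near -3 with either compound in irradiated cells, while p53 targets lie at 0.38 and 0.38 in proliferating cells given the compounds.

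In proliferating cells the question was which genes answer to MDM2 inhibition without prior damage. RG7388 raised p53 targets: 25 of 61 rose and 0 fell, with 41 and 0 adjusted over the list alone (median 0.38, camera adjusted p = 1.74e-53). CDKN1A rose 3.24-fold, from 231 ± 13.2 to 748 ± 43.0 CPM (1.69 ± 0.11, adjusted p = 3.52e-09), and GDF15 from 11.8 ± 1.38 to 33.4 ± 1.72. TNFRSF10C, a decoy receptor for TRAIL, showed the largest rise among named genes that were called (5.61-fold, 2.49 ± 0.22), and SPATA18, a mitophagy gene, rose as well (1.91). MDM2 rose (0.76 ± 0.18, adjusted p = 0.036), a call that ended without Prolif_DMSO replicate 1 or 2 or Prolif_RG7388 replicate 1 or 3 (adjusted p = 0.112 to 0.198) and by limma on log2 FPKM (0.129). XPC (0.23 ± 0.09, adjusted p = 0.278), BBC3 (0.35 ± 0.16, adjusted p = 0.348) and PPM1D (0.28 ± 0.11, adjusted p = 0.252) were not called. CDKN2A fell (-0.74 ± 0.15, adjusted p = 0.00972), a call that ended without Prolif_DMSO replicate 2 or Prolif_RG7388 replicate 1 or 3 (adjusted p = 0.0583 to 0.0871). Mitosis genes moved down together (median -0.38, camera adjusted p = 1.9e-25), 3 of 39 past the threshold over all genes and 32 adjusted over the list alone, with the kinesin CENPE at -0.92 (not called by limma on log2 FPKM, adjusted p = 0.0874). Smaller shifts were called for replication genes (median -0.15, camera adjusted p = 1.06e-05, and 0.127 with an estimated correlation) and homologous recombination (-0.22, camera adjusted p = 1.75e-06). NF-kB genes were not called as a set (median -0.11, mean 0.06, camera adjusted p = 0.2) and neither were interferon-stimulated genes (0.04, 0.869). The SASP protease and growth factor list moved up (median 0.21, 7 of 42 rose, 17 adjusted over the list alone, camera adjusted p = 7.82e-09), with WNT16 at 1.38 and PAPPA, a protease of IGF-binding proteins, at 1.10. The smooth muscle myosin MYH11 fell from 19.1 ± 0.625 to 6.83 ± 0.650 CPM (-1.48 ± 0.15), and the filament gene DES fell too (-1.11). edgeR called 279 genes, 217 higher and 62 lower, and 1436 without both libraries that stood apart. Leaving out 1 library of the comparison in turn gave 94 to 134 genes, with 94 without Prolif_DMSO replicate 1, 134 and 113 without replicates 2 and 3, and 121, 121 and 108 without Prolif_RG7388 replicates 1, 2 and 3. The share of called genes that were higher was 77.8%, against 67.5% with library totals alone, 66.5% without the libraries that stood apart and 59.4% after offsets for GC content and length, and library totals moved the median of all genes by -0.0548.

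HDM201 in proliferating cells likewise raised p53 targets: 13 of 61 rose and 0 fell (34 and 1 adjusted over the list alone, median 0.38, camera adjusted p = 4.7e-43). CDKN1A went up 2.71-fold to 627 ± 104 CPM (1.44 ± 0.11, adjusted p = 8.16e-08), GDF15 to 26.9 ± 5.67 CPM (1.20 ± 0.14) and SPATA18 by 1.57, while MDM2 was not called (0.49 ± 0.18, adjusted p = 0.302). CDKN2A fell (-0.65 ± 0.15, adjusted p = 0.0352), a call that ended without Prolif_DMSO replicate 1, 2 or 3 or Prolif_HDM201 replicate 2 (adjusted p = 0.0891 to 0.184) and by limma on log2 FPKM (0.147). The mitosis list moved down (median -0.32, 1 of 39 fell, 6 adjusted over the list alone, camera adjusted p = 3.33e-16), as did homologous recombination (-0.22, camera adjusted p = 5.05e-06). Replication genes (-0.12, camera adjusted p = 0.000132), collagen genes (-0.13, 0.000101) and contractile genes (-0.16, 0.000132) were called down at the preset correlation, and each call ended with an estimated correlation (adjusted p = 0.206, 0.208 and 0.206) and without Prolif_HDM201 replicate 3 (0.148, 0.248 and 0.267). NF-kB genes shifted slightly (median -0.14, camera adjusted p = 0.0218, and 0.141 with an estimated correlation), a call that ended without Prolif_DMSO replicate 1 or Prolif_HDM201 replicate 3 (0.122 and 0.267). SASP proteases and growth factors moved up (median 0.21, 3 of 42 rose, 15 adjusted over the list alone, camera adjusted p = 2.72e-10), with WNT16 at 1.29. MYH11 (-1.36 ± 0.14) and DES (-1.29 ± 0.14) fell. edgeR called 127 genes, 99 higher and 28 lower. Without Prolif_HDM201 replicate 3 the count was 1672, and without Prolif_DMSO replicates 1, 2 and 3 or Prolif_HDM201 replicates 1 and 2 it was 43, 57, 59, 59 and 54. Without both libraries that stood apart it was 2833, with 56.1% of called genes higher instead of 78.0%, and offsets for GC content and length gave 56.7%. Library totals moved the median of all genes by -0.00410.

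The compounds were then compared with each other. In irradiated cells mitosis genes were lower with RG7388 than with HDM201 (median -0.68, camera adjusted p = 1.01e-64), 15 of 39 past the threshold over all genes and 33 adjusted over the list alone, and so were replication genes (median -0.37, 5 of 41, 22 adjusted over the list alone, camera adjusted p = 3.53e-36) and homologous recombination (-0.36, camera adjusted p = 1.85e-10). Genes with lower levels under RG7388 included LMNB1 (2.40 ± 0.550 against 4.59 ± 0.610 CPM, -0.98 ± 0.16, adjusted p = 0.005), BIRC5 (-0.87), the centromere histone CENPA (-1.35) and RRM2 (-0.90). CXCL8 (-0.39 ± 0.14, adjusted p = 0.538) and CDKN1A (0.26 ± 0.11, adjusted p = 0.618) were not called different, nor were NF-kB genes as a set (median -0.07, camera adjusted p = 0.252). Collagen genes were higher with RG7388 (median 0.20, camera adjusted p = 5.87e-09, and 0.147 with an estimated correlation) and interferon-stimulated genes lower (-0.15, 0.001 and 0.65), the latter no longer called without IR_RG7388 replicate 1 or 3 or IR_HDM201 replicate 2 (0.441, 0.0983 and 0.18). All 41 genes called by edgeR were lower with RG7388, 2 were called without IR_HDM201 replicate 1, which ended the calls on these 4 genes among others (0.0656 to 0.117), and 23, 20 and 22 without IR_RG7388 replicates 1, 2 and 3. LMNB1 also lost its call without IR_RG7388 replicate 1 or 3, CENPA without IR_RG7388 replicate 2, and limma on log2 FPKM called none of the 4 (0.0687 to 0.136). Fitting only the groups compared called 0 genes, where 1315 in the fit to all groups had an unadjusted p under 0.05. DESeq2 called 104, 15 higher and 89 lower, limma on log2 FPKM called 5, all lower, and 10 without a filter, 5 higher and 5 lower. Without both libraries that stood apart 308 genes were called, 126 higher and 182 lower. In proliferating cells edgeR called 0 genes between the compounds, with 647 at an unadjusted p under 0.05, and DESeq2 also called 0. CDKN1A differed by 0.25 ± 0.11 and CXCL8 by -0.05 ± 0.16 there. In all, 3 lists differed in proliferating cells at the preset correlation and lost their call with an estimated one: p53 targets (median 0.05, camera adjusted p = 0.000172, then 0.139), mitosis (-0.12, 0.000172, then 0.618) and collagen (0.16, 2.36e-08, then 0.283). The mitosis call there also ended without Prolif_RG7388 replicate 2 or Prolif_HDM201 replicate 3 (0.0891 and 0.14), and the collagen call without Prolif_HDM201 replicate 3 (0.0537).

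Of the genes called with both compounds in irradiated cells, 1348 were higher with each, 1538 lower with each and 1 went opposite ways, where independent calls would give 198 and 243 like changes. The log2 changes correlated across genes at r = 0.831, against 0.487 in 20 simulations without any effect, and genes are not independent replicates. The covariance was 0.454 against a simulated 0.0643. In proliferating cells 85 genes were higher and 17 lower with each compound (independent calls 1.18 and 0.0956), with r = 0.429 against a simulated 0.468 and a covariance of 0.109 against 0.0669. Both compounds share their DMSO libraries within each state, so part of the excess may come from those controls. As above, the lower correlation in proliferating cells decides nothing, since the simulations hold no effects. Over the 5108 genes called with at least 1 compound in irradiated cells the median absolute difference between compounds was 0.16 log2 units, and for 81.9% the 95% interval of the difference lay within 1 log2 unit of 0. The corresponding values for 304 genes in proliferating cells were 0.15 and 94.1%. Over all 18151 genes tested the shares were lower, at 71.8% in irradiated and 71.3% in proliferating cells. The median absolute differences there were 0.15 and 0.12.

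The last comparison asked whether each compound acted differently in the irradiated state, by the interaction of compound and state. The labels give no length of treatment for proliferating cells, so a difference in exposure time, if there was one, is part of this comparison. For p53 targets the effect of RG7388 was smaller in irradiated than in proliferating cells by a median of -0.53 (26 of 61 genes called with a lower effect and 1 with a higher one, 36 and 1 adjusted over the list alone, camera adjusted p = 1.31e-20), and that of HDM201 by -0.53 (28 and 1, 34 and 2 adjusted over the list alone, camera adjusted p = 2.63e-17). For CDKN1A the differences were -1.48 ± 0.15 and -1.48 ± 0.15 (adjusted p = 4.26e-07 and 4.63e-07), and for GDF15 -3.25 ± 0.19 and -3.11 ± 0.19. TNFRSF10D went against its list, with larger effects in irradiated cells (1.10 ± 0.15 and 0.92 ± 0.15). NF-kB genes fell more in irradiated cells by a median of -3.31 with RG7388 and -2.68 with HDM201 (camera adjusted p = 2.12e-116 and 2.31e-106), led by CXCL8 (-5.58 ± 0.21 and -5.24 ± 0.21), IL1B (-6.61 ± 0.34 and -7.24 ± 0.33) and IL6. The immediate early and heat shock list moved with them (median -0.75 and -0.71, camera adjusted p = 1.88e-11 and 3.43e-10). Averaged over the NF-kB list, log2 CPM was 1.35 ± 0.131 in proliferating and 4.95 ± 0.0441 in irradiated cells with DMSO. Proliferating cells thus had little NF-kB expression to lose. For this list the interaction cannot separate that low starting level from a different action of the compounds. The chloride channel ANO1 had a higher response in the irradiated state. ANO1 stood at 21.3 ± 3.79 CPM with DMSO, 68.2 ± 0.796 with RG7388 and 61.5 ± 3.17 with HDM201 after irradiation, against 79.2 ± 1.12, 64.2 ± 2.33 and 56.9 ± 6.76 in proliferating cells (interaction 1.98 ± 0.16 and 2.01 ± 0.16). edgeR called 1356 genes for RG7388, 399 with a higher and 957 with a lower effect in irradiated cells, and 1568 for HDM201 (539 and 1029). Without both libraries that stood apart the counts were 2204 and 3321, and without Prolif_HDM201 replicate 3 alone the HDM201 count was 2943. For RG7388 the share of called genes with a higher effect was 29.4%, against 15.1% with library totals alone and 46.5% with GC and length offsets. For HDM201 it was 34.4%, against 15.7% with library totals, 46.4% without the libraries that stood apart and 51.6% with GC and length offsets. Library totals moved the median difference over all genes by -0.133 for RG7388 and -0.142 for HDM201.

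**Figure D4:**
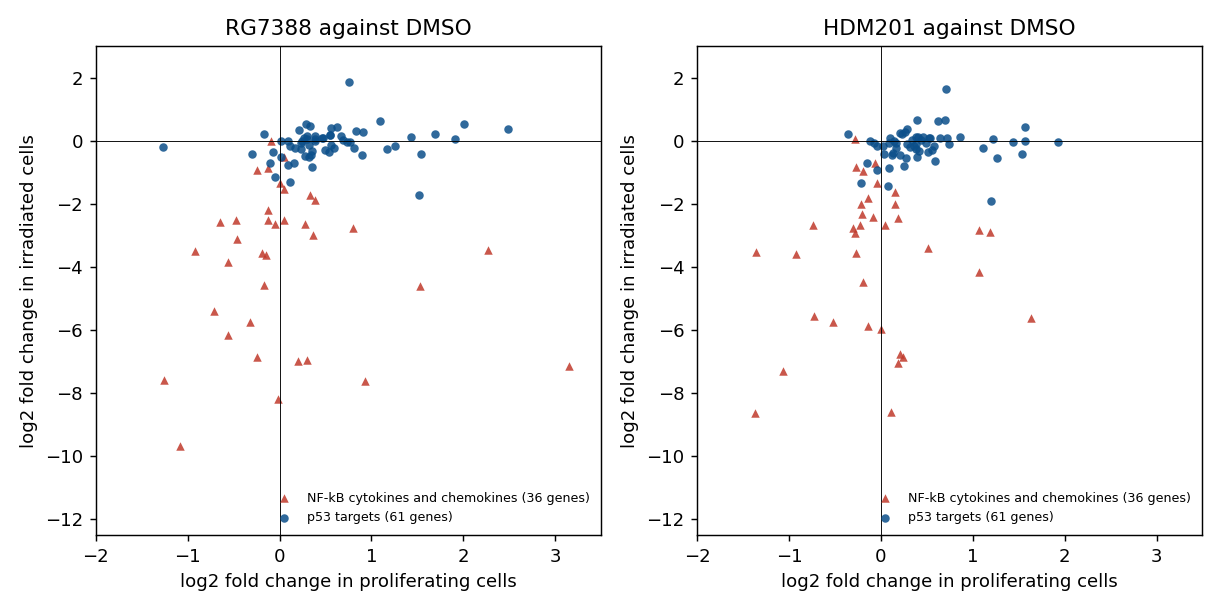
Log2 fold change with each compound in proliferating (horizontal axis) and irradiated cells (vertical axis) for 61 p53 targets and 36 NF-kB genes, 1 point per gene, RG7388 at left and HDM201 at right. NF-kB genes lie low on the vertical axis (medians -3.29 and -2.90). On the horizontal axis the medians of the p53 targets lie to the right of 0 (0.38 and 0.38).

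A pair of libraries, those left out together above, differed most from the others of their group. IR_DMSO replicate 1 held 0.668% of its counts in mitochondrially encoded genes, against 2.38% to 3.47% in the other 17 libraries, and its mitochondrial list lay -3.02 log2 units from its replicates, while the next list by size of shift, leukocyte markers, lay at -0.34 and the p53, NF-kB, interferon and mitosis lists at -0.05, 0.05, -0.01 and -0.10. Prolif_HDM201 replicate 3 deviated from its replicates with an SD of 0.459 log2 units over 9404 genes, against 0.0995 to 0.361 in the other libraries. Its mean log2 CPM over mitosis genes was 6.75 (6.47 and 6.54 in its replicates), over homologous recombination genes 4.40 (4.04 and 4.10) and over p53 targets 4.63 (4.68 and 4.68). Its deviation from the mean of all libraries also followed GC content, with a slope of -0.159 log2 units per 10 percentage points (0.259 and 0.187 in its replicates), and GC content and length together explained 11.9% of its variance over 11864 genes (28.6% and 19.5%). IR_HDM201 replicate 1 had a slope of -0.227 (-0.0704 and -0.0589 in its replicates) and 19.8% explained. Prolif_RG7388 replicate 2 had a slope of 0.225 (0.0531 and 0.0510 in its replicates) and 25.7% explained (7.42% and 7.45%). Other libraries lay apart too on the third principal component (5.05% of variance): Prolif_DMSO replicate 1 at 24.3 (-5.37 and -2.83 in its replicates) and IR_HDM201 replicate 1 at 19.97 (-10.3 and -5.14), beside Prolif_HDM201 replicate 3 at 31.1 (-6.82 and -4.35). In these libraries, and in no other, the gene with the highest FPKM was MIR1244-2 or MIR1244-4. A batch that crosses the groups was not tested. Leaving out both libraries that stood apart removes Prolif_HDM201 replicate 3 but keeps Prolif_DMSO replicate 1 and IR_HDM201 replicate 1. The study names the SBP genomics core or UCSD as sequencing sites and does not assign libraries to them.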

Values the study reported

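The study treated senescent IMR90 cells, made with 20 Gray of ionizing radiation, with RG7388 at 12.5 nM or HDM201 at 25 nM, and sequenced RNA with n = 3 per group. It describes a strong decrease of inflammation and SASP genes with either inhibitor, greatest for targets of NF-kB and smaller for the secretomes tied to p53, p21 and p16, and no effect on genes of the cell cycle. Brief exposure of senescent cells to RG7388, 4 days after irradiation, is reported to induce the p53 targets CDKN1A, XPC, BBC3 and PPM1D by qPCR. The irradiated libraries here were collected after 7 days of treatment, so they do not sample that early response.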

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

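The tests of composition normalization, of the libraries that stood apart and of IR_DMSO replicate 1 were chosen after the results had been seen, and the remaining tests in this part before.

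The effect of a compound differed between irradiated and proliferating cells, by the interaction test, for 1356 genes with RG7388 and 1568 with HDM201 (edgeR). Lists differed too by camera, each given as its median log2 difference (irradiated minus proliferating). For RG7388 they were NF-kB genes (-3.31), interferon-stimulated genes (-3.31), mitosis (-1.21), MHC class I presentation (-0.75), immediate early and heat shock genes (-0.75), SASP proteases and growth factors (-0.56), p53 targets (-0.53) and NRF2 targets (-0.44). Lower too, but not called with an estimated correlation, were replication (-0.44, adjusted p = 0.0563), cGAS-STING (-0.29, 0.0924) and lysosome genes (-0.18, 0.196), and higher under the same limit were contractile (0.39, 0.125), mitochondrially encoded (0.48, 0.576) and collagen genes (0.15, 0.475). The mitochondrial difference was not called without IR_DMSO replicate 1 (0.465). The cGAS-STING call ended without Prolif_DMSO replicate 1, Prolif_RG7388 replicate 2, IR_DMSO replicate 1 or IR_RG7388 replicate 3 (0.0553 to 0.0798), and the collagen call without Prolif_DMSO replicate 3, IR_DMSO replicate 2 or 3 or IR_RG7388 replicate 1 or 2 (0.0593 to 0.0757). For HDM201 the sets were NF-kB genes (-2.68), interferon-stimulated genes (-2.95), immediate early and heat shock genes (-0.71), SASP proteases and growth factors (-0.69), MHC class I presentation (-0.61), p53 targets (-0.53) and NRF2 targets (-0.50). Mitosis (-0.57, adjusted p = 0.052), lysosome (-0.16, 0.275), contractile (0.29, 0.208) and nuclear oxidative phosphorylation genes (0.11, 0.708) were not called with an estimated correlation. The last call also ended without Prolif_DMSO replicate 2, Prolif_HDM201 replicate 3, IR_DMSO replicate 2 or 3 or IR_HDM201 replicate 2 (0.0882 to 0.28). With DMSO, NF-kB and interferon-stimulated genes were low in proliferating cells (mean log2 CPM 1.35 and 1.16, against 4.95 and 4.97 after irradiation). For these lists a different action of the compounds cannot be told apart from a lack of expression to lose.

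Single genes differed in the same test. Lower effects of RG7388 in irradiated cells were found for IL1B (-6.61), CXCL8 (-5.58), IL1A (-5.43), IL6 (-4.41), TNFAIP3 (-3.38), TFPI2 (-2.94), GDF15 (-3.25), BTG2 (-1.98), SPATA18 (-1.87), CDKN1A (-1.48), DRAM1 (-1.20), LMNB1 (-1.06), MDM2 (-0.82, adjusted p = 0.0499), BBC3 (-0.80), PPM1D (-0.75) and XPC (-0.49), and higher effects for MYH11 (2.49), NRXN3 (2.03), ANO1 (1.98), MAP3K7CL (1.48) and TNFRSF10D (1.10). HDM201 gave lower effects for IL1B (-7.24), IL1A (-5.73), CXCL8 (-5.24), IL6 (-4.27), TNFAIP3 (-3.31), GDF15 (-3.11), TFPI2 (-2.86), BTG2 (-1.83), PLK2 (-1.52), CDKN1A (-1.48), BBC3 (-0.82), XPC (-0.66) and PPM1D (-0.58), and higher effects for NRXN3 (2.34), ANO1 (2.01), MAP3K7CL (1.79), AMIGO2 (1.48) and TNFRSF10D (0.92). With RG7388 the calls ended for MDM2 without any 1 of 10 of its 12 libraries, all but Prolif_DMSO replicate 3 and Prolif_RG7388 replicate 2 (0.0574 to 0.123), for XPC without Prolif_DMSO replicate 1 or 3, Prolif_RG7388 replicate 2 or 3, IR_DMSO replicate 1 or IR_RG7388 replicate 1 or 3 (0.0516 to 0.0855), and for BBC3 without Prolif_DMSO replicate 3, Prolif_RG7388 replicate 1 or 2, IR_DMSO replicate 1 or IR_RG7388 replicate 1 or 2 (0.0528 to 0.0916). With HDM201 they ended for BBC3 without Prolif_DMSO replicate 3, Prolif_HDM201 replicate 1, IR_DMSO replicate 1 or IR_HDM201 replicate 1 or 2 (0.0504 to 0.0766) and for PPM1D without Prolif_DMSO replicate 3, Prolif_HDM201 replicate 2, IR_DMSO replicate 2 or 3 or IR_HDM201 replicate 2 or 3 (0.0534 to 0.068).

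Other splits of the same libraries were counted beside each count of called genes. For the interactions 100 of 200 splits were drawn. As many genes were called in 8 of them for RG7388 (1356, highest other split 3583) and in 7 for HDM201 (1568, highest other split 2640), the real split included. All of those splits kept the irradiated libraries in their real groups, as 12 of the 100 did, and so kept the effect of the compound in irradiated cells, which enters the interaction. The highest other split also kept the proliferating groups and exchanged their labels. The count therefore decides neither way on chance. Among splits that did not keep the irradiated groups the highest counts were 18 and 15. With 3 libraries against 3 there are 10 splits, too few for a share under 0.05. The real split alone reached its count for irradiation (9364, highest other 0), RG7388 in irradiated cells (4134 and 0), HDM201 in irradiated cells (3861 and 6), RG7388 in proliferating cells (279 and 0) and the compounds in irradiated cells (41 and 1). For HDM201 in proliferating cells 2 of 10 splits reached 127, with 1339 in the other. For the compounds in proliferating cells the real count was 0, which any split reaches, so that tally decides nothing. The highest other split there called 2089 genes. The splits with 1339 and 2089 genes point to a structure of the samples that the groups do not hold.

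The p53 target list rose with each compound in proliferating but not in irradiated cells. Composition normalization was tested only by a change of scaling: under DESeq2 size factors or library totals the interaction median was -0.52 at the highest and -0.67 at the lowest over both compounds. For RG7388 and HDM201, size factors moved the median over all genes by 0.0088 and 0.0086, and library totals by -0.133 and -0.142. The choice among these scalings is thus not the whole cause, and an error common to them was not tested. Both libraries that stood apart were excluded as the whole cause, since without them the interaction median was -0.56 and -0.59. Targets already raised by irradiation may leave no room for a further rise. The test took the 14 members that irradiation did not raise. Their effect in irradiated cells less 0.5 times that in proliferating cells had a median of -0.14 with RG7388 (95% interval -0.27 to 0.37) and -0.16 with HDM201 (-0.33 to 0.21). In proliferating cells their median effect was 0.17 with RG7388 (-0.17 to 0.46, 2 rose) and 0.16 with HDM201 (-0.15 to 0.38, 1 rose). With so few members and so little response there, this explanation and others cannot be told apart. A difference in exposure time stays open too, since the labels give no length of treatment for proliferating cells. The study reports by qPCR that brief RG7388 treatment raised CDKN1A, XPC, BBC3 and PPM1D in senescent cells. Such an early response was not sampled here.

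Mitochondrially encoded transcripts were low in IR_DMSO replicate 1. The counting step does not account for it, since the list lay -3.12 from its replicates in log2 FPKM, made by another program, and -3.02 in log2 CPM. A difference in poly(A) selection may be the source, and 53 replication-dependent histone genes, whose transcripts lack a poly(A) tail, lay 0.26 above the replicates (95% interval -0.003 to 0.605), which decides neither way. No biological explanation was tested.

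Mitosis genes, already low in irradiated cells, fell further with each compound. Composition normalization was tested only by a change of scaling, with list medians of -0.88 at the highest and -1.85 at the lowest under both other scalings. With RG7388 and HDM201, DESeq2 size factors moved the median of all genes by -0.0040 and 0.0044, and library totals by -0.187 and -0.147. The choice among these scalings is thus not the source, and an error common to them was not tested. IR_DMSO replicate 1 was excluded as the source, with list medians of -0.94 and -1.77 without it. Loss of residual cycling cells from irradiated cultures stays open as a hypothesis. The study measured EdU incorporation and cell number in irradiated cells, but those values were not used here. The drop, as a percent of the proliferating level, was 6.25 for mitosis and 7.53 for replication genes with RG7388 (ratio 0.83), and 4.19 and 2.90 with HDM201 (ratio 1.44), within the 2-fold bound set beforehand. A ratio outside that bound would not have counted against this explanation, since the profile of such cells is assumed, so the test gives it little weight. A change of transcription within arrested cells was not tested and stays open.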

How the results depend on the processing

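The alternatives that leave out both libraries that stood apart and that fit GC and length offsets were chosen after seeing the data, and the others before. Over all alternatives 133 of 192 counts of called genes stayed within 1.5 times the reported one, and 93 of 104 overlaps, list totals and differences between lists held in the same sense. List tests kept direction and side of the threshold in 2957 of 3174 cases (127 lost and 90 gained a call), and named genes in 5480 of 5893 (304 lost, 107 gained and 2 reversed). The cause was not tested for the changes below, except that a smaller p and a fold minimum call fewer genes by construction.

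A 2-fold minimum gave 4131 genes for irradiation, 1222 and 1160 for RG7388 and HDM201 in irradiated cells (171 higher with each, 1051 and 989 lower), 52 and 33 in proliferating cells (40 and 26 higher), 15 between compounds in irradiated cells, and 709 and 769 for the interactions (105 and 135 with a higher effect in irradiated cells). An adjusted p under 0.01 gave 2468, 2211, 94, 47, 26, 775 and 818 for the same comparisons in that order, irradiation apart. Fitting only the groups compared gave 1081 genes for RG7388 and 21 for HDM201 in proliferating cells, 0 between compounds in irradiated cells and 2098 for the RG7388 interaction, and it called the NF-kB list down with RG7388 in proliferating cells (-0.18, adjusted p = 0.0226). The DESeq2 Wald test gave 588 and 302 in proliferating cells and 104 between compounds in irradiated cells, where limma on log2(FPKM + 1) gave 154, 75 and 5, and 76, 57 and 10 without a filter, with 4 between compounds in proliferating cells. With a pseudocount of 0.1 RG7388 in proliferating cells gave 166. No filter on counts gave 69 and 7 between compounds in irradiated and proliferating cells. Without both libraries that stood apart the counts were 1436 and 2833 in proliferating cells, 308 between compounds in irradiated cells, and 2204 and 3321 for the interactions, and GC and length offsets gave 898, 531, 70, 2663 and 2962. Genes called alike with both compounds numbered 4608 in irradiated and 394 in proliferating cells with those offsets, and 1033 in proliferating cells without both libraries.

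For p53 targets with HDM201 in irradiated cells the list was called down with library totals (-0.23), a CPM minimum (-0.10), both libraries out (-0.084) and GC and length offsets (-0.068). The NF-kB list with HDM201 in proliferating cells lost its call with an estimated correlation (-0.14, adjusted p = 0.141) and with both libraries out (-0.093, 0.194). An estimated correlation left 52 list calls of 95. On log2(FPKM + 1) CCNG1 (-0.049) and POLH (-0.25) reversed with RG7388 in irradiated cells, and neither was called.

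Leaving out each library in turn gave 8301 to 9004 genes for irradiation, 2894 to 3617 and 3024 to 3323 for RG7388 and HDM201 in irradiated cells, 94 to 134 and 43 to 1672 in proliferating cells (1672 without Prolif_HDM201 replicate 3), 2 to 44 between compounds in irradiated cells (2 without IR_HDM201 replicate 1), and 991 to 1268 and 1127 to 2943 for the interactions (2943 without Prolif_HDM201 replicate 3). Genes called alike with both compounds ranged from 2250 to 2552 in irradiated and 37 to 569 in proliferating cells (569 without Prolif_HDM201 replicate 3). The p53 list with HDM201 in irradiated cells ranged from -0.10 to -0.049 and the NF-kB list with HDM201 in proliferating cells from -0.13 to -0.080. A replicate block gave 9304, 4120, 3826, 237, 116, 39, 0, 1319 and 1523 genes for the 9 comparisons, and the replicate numbers did not pair the libraries (r of -0.21 to 0.187 over 45 pairs). All replicate pairs differed by more than sampling noise (chi-square per degree of freedom at least 3.79).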

Other observations

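Lists of stress and organelle genes were tested as well. NRF2 targets, the antioxidant response, moved down with RG7388 and HDM201 in irradiated cells (medians -0.31 and -0.31, 8 and 6 of 21 fell, 1 and 2 rose, camera adjusted p = 0.000283 and 0.000858, and 0.058 and 0.0975 with an estimated correlation). NQO1, a quinone reductase, went from 68.4 ± 5.15 to 26.4 ± 1.69 CPM with RG7388, and the reductase AKR1C1 fell with both compounds (-2.26 and -2.16). In proliferating cells the same list moved up (0.17 and 0.21, 0.00465 and 1.22e-06, the former 0.134 with an estimated correlation). Immediate early and heat shock genes, listed as a sign of how samples were handled before RNA was taken, fell in 12 of 20 cases with RG7388 and 12 with HDM201 and rose in 3 and 2 (13 and 12 fell adjusted over the list alone, medians -0.78 and -0.68, camera adjusted p = 3.12e-09 and 2.49e-09, the latter 0.0539 with an estimated correlation). The transcription factors ATF3 (-2.24 and -2.10) and FOS (-2.97 and -3.18) fell and the small heat shock gene HSPB1 rose (0.68 and 0.68).

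After irradiation, lysosome and autophagy genes rose in 26 of 35 cases and fell in 3 (median 0.56, camera adjusted p = 3.95e-06, and 0.169 with an estimated correlation), with the autophagy genes GABARAPL1 at 1.81 and SQSTM1 at 1.54, and MHC class I genes rose in 11 of 14 (0.69, 0.00438, then 0.217), with HLA-E at 1.17. Genes of the integrated stress and unfolded protein response fell in 14 of 25 cases and rose in 5 (-0.44, 0.00574, then 0.217). Lysosome genes also moved up with RG7388 and HDM201 in proliferating cells (0.22 and 0.20, 1.43e-09 and 1.74e-07, then 0.0901 and 0.146). Cholesterol synthesis, nuclear oxidative phosphorylation and mitochondrially encoded genes were not called after irradiation (camera adjusted p = 0.118, 0.31 and 0.172). With RG7388 in irradiated cells mitochondrially encoded genes were called up (0.71, 0.00468, then 0.572), where the control group holds the library low in these transcripts. With HDM201 they were called up too (0.51, 0.0406, then 0.659), and without IR_DMSO replicate 1 or IR_HDM201 replicate 2 they were not (0.744 and 0.0918). Nuclear oxidative phosphorylation was called up with HDM201 in irradiated cells (0.15, 0.00607, then 0.59, and 0.0918 without IR_HDM201 replicate 2).

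Marker lists of other cell types were tested in the same way. After irradiation the epithelial, endothelial, leukocyte and mesenchymal lists were not called (camera adjusted p = 0.74, 0.719, 0.385 and 0.439), nor were they with either compound in irradiated cells (0.755, 0.554, 0.593 and 0.407 with RG7388, 0.791, 0.7, 0.404 and 0.43 with HDM201). In proliferating cells the 7 epithelial markers tested moved up with RG7388 and HDM201 (medians 0.39 and 0.38, 2 and 2 rose, 4 and 4 adjusted over the list alone, camera adjusted p = 1.06e-05 and 3.4e-07).

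In irradiated cells the mitosis list fell with both compounds (medians -1.66 and -0.88), while the study describes no effect on genes of the cell cycle. The study also reports, from EdU incorporation as a measure of DNA replication, that low-dose RG7388 left the arrest in place. A further fall of mitosis genes does not oppose that point. The replication list moved less, with medians of -0.60 with RG7388 and -0.14 with HDM201. Its call with HDM201 ended with an estimated correlation. The gene set of the study may hold other members than the lists used here. For the mitosis list the choice of scaling is no likely source of the difference. Its medians lay between -1.85 and -0.88 under DESeq2 size factors and library totals, a test chosen after the result had been seen.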
